A study of Mus musculus with 4 samples. Its data were reported in "A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells" (2023).

How the data were processed

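Gene expression was measured by RNA sequencing in orthotopic oral tumors of C57BL/6 mice, grown per the labels from MTC-Q1 cells, a mouse oral cancer line. The sample titles give Q1-2, which the study describes as a subline of MTC-Q1 that carries luciferase. Mice were treated once tumors reached 100 mm3. The 4 groups received a control IgG, IL-10-Fc, an anti-CSF-1R antibody or BF10, which fuses the anti-CSF-1R antibody with interleukin-10. The labels give the control as an isotype control (IgG1-Fc), which the study calls a control IgG. The labels give 6 doses in the treatment protocol and 4 in the series design. Each group has 1 library. The sample titles carry the word mix, while the study lists this series as triplex, read here as replicated, and another series of the model as mixed. Whether a library holds a single tumor or a pool, and how many tumors, is not given.

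Per the labels, total RNA was extracted with Trizol, ribosomal RNA was removed with a QIAseq FastSelect kit, and libraries were made with a TruSeq Stranded mRNA kit. The processing notes name STAR 2.7.5a for alignment to GRCm38 (mm10), RSEM 1.3.3 for counting and DESeq2 1.30.0 for normalization. How strand was used in counting is not stated. The values deposited by the authors are a signal per gene and library, on the linear scale, for 55401 genes. Each column behaves as RSEM estimated counts rounded to whole reads and divided by 1 DESeq2 size factor. In each library 100.0% of the values above 0 were whole multiples of 1 step, within 0.001 of a read, and the largest deviation was 0.000404 of a read. The step per read was 0.896 in control, 0.889 in IL-10-Fc, 0.751 in anti-CSF-1R and 1.10 in BF10, so the whole reads could be recovered. Deposited values are called normalized counts from here on and were used as they stand.

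A gene counted as measured where its mean over the 4 libraries was at least 20 normalized counts, which left 16491 genes. Pairs of libraries were compared by the log2 ratio with a pseudocount of 10, and genes at least 2-fold higher or lower were counted. Folds printed for single genes are ratios of normalized counts without a pseudocount. Their 95% intervals are exact (Clopper-Pearson) on the recovered reads, as are those of shares of reads. Intervals cover counting error only, since reads without molecular identifiers are not independent molecules and animals differ. A library with 0 reads was given a floor of 3 reads, so that its fold is a lower bound. With 1 library per group no test across replicates exists, and no p-value is given for a comparison of a pair of libraries.

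The design has 2 factors, the IL-10 part and the anti-CSF-1R part, each absent or present. Carriers differ too: per the labels an Fc part in control and IL-10-Fc, and a whole antibody in anti-CSF-1R and BF10. Effects of the carrier and of the anti-CSF-1R part therefore cannot be told apart. Each part differs in 2 pairs of libraries that share no library: IL-10-Fc against control with BF10 against anti-CSF-1R for the IL-10 part, and anti-CSF-1R against control with BF10 against IL-10-Fc for the anti-CSF-1R part. Genes at least 2-fold the same way in both pairs were counted beside the overlap of independent lists. No correlation or overlap was taken between the 3 comparisons that share the control library.

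The analysis used 41 gene lists of cell types, pathways and genes the study named, with 1 list of genes on the axis the treatments target. Osteoclast markers and the list of granzymes C to N were included after reading the study's supplementary gene lists. For each list the median log2 ratio of its measured members is given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. A list is said to stand apart at a percentile of at most 2.5 or at least 97.5, as a description of these libraries. Of the lists, 2 had 1 measured member and 1 had 2, and counts of lists cover the 37 others besides the target genes. The 3 lists taken from the study are not independent evidence.

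Named genes were set by rule. In each comparison against control these were the 10 highest and the 10 lowest log2 ratios, and for BF10 against IL-10-Fc and against anti-CSF-1R the 5 highest and 5 lowest. They needed a mean of at least 50 normalized counts and a symbol that is not a predicted gene (Gm or LOC), a RIKEN clone name, a pseudogene marked -ps or an antigen receptor segment. Other clone names passed, such as CT010467.1. The rule also takes the target genes and, for each list, the 2 measured members with the highest mean and the 2 with the largest absolute log2 ratio. Genes outside it were chosen after their values were seen, which the text says where they appear. Lists, thresholds, comparisons and the naming rule were chosen before the data were examined. For 107 symbols with more than 1 identifier, lists used the copy with the highest mean. Gene positions, biotypes, transcript lengths and GC contents come from GENCODE M21 on GRCm38, which holds 55141 of the 55401 identifiers.

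Alternatives were pseudocounts of 1 and 50, other minimum means, other size thresholds, 3 other scalings of the libraries, leaving out abundant gene classes, the mean of list members in place of the median, and leaving out members shared between lists. Alternatives added after seeing the data were removal of the GC content and length trend of each pair (the median of 10 GC by 5 length classes set to 0, with values for 99.9% of measured genes), leaving out ribosomal, mitochondrial, small RNA and histone genes from the overlaps, and an additive edgeR model. That model was fitted to the recovered reads with 1 residual degree of freedom and a common dispersion of 0.00875, and genes were called at an adjusted p under 0.05. It compares these libraries, not conditions.

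The procedure was tested on simulated data. Genes set 4-fold higher were found in 100.0% of cases in each comparison, and genes set 4-fold lower in 96.0 to 98.0%. For 3-fold lower genes the share was 88.0 to 94.0%, and at most 3 of 16291 genes without an effect were called. These simulated counts held counting error only, without differences between animals or libraries. They therefore give no rate of false calls for the data. Of simulated lists without a shift, 6.0% fell outside the 2.5 to 97.5 range. Their members were random genes, which do not move together as members of a real list can. Of those with a shift of 0.5 on the log2 scale, 100.0% were found. In simulated pairs without effects, equal numbers of top-ranked genes shared 76 where independent lists give 21.8, so independent lists understated what chance gives there. That check ranked genes and did not use the 2-fold rule, so it gives no chance overlap for the counts below. Software was Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.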

Results

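Transcript levels were measured by RNA sequencing in 4 libraries from orthotopic oral tumors of mice. The mice had received a control IgG, IL-10-Fc (interleukin-10 carried on an antibody Fc part), an antibody against CSF-1R (the receptor on which most macrophages depend) or BF10, which carries both activities in 1 protein. Each group had 1 library, so there are no replicates, no value has an error between animals, and each comparison describes these libraries. Reads assigned to genes numbered 28586997 in control, 34290420 in IL-10-Fc, 30215806 in anti-CSF-1R and 26577473 in BF10. At least 1 read was found for 27542, 27952, 28190 and 27323 genes in the same order, and 16491 genes were measured, with a mean of at least 20 normalized counts. Folds are ratios of the deposited normalized counts, with 95% counting intervals in brackets, and list medians are on the log2 scale with a pseudocount of 10.

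The libraries differed in the kinds of RNA they held. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 took 10.9% (10.91 to 10.94) of the reads in control, 17.5% (17.45 to 17.47) in IL-10-Fc, 8.90% (8.89 to 8.91) in anti-CSF-1R and 18.0% (17.94 to 17.97) in BF10, with exact 95% intervals in brackets. Nuclear protein-coding genes took 73.5%, 67.3%, 79.0% and 66.7% in the same order. The 80 measured genes of cytosolic ribosomal proteins had medians of 0.52 in BF10 against control and 0.67 in IL-10-Fc against control, but -0.22 in anti-CSF-1R against control. Genes with a GC content under 45% were higher in both libraries that received IL-10 (medians of 0.23 in BF10 and 0.34 in IL-10-Fc, each against control), and genes at or above 55% were lower (-0.28 and -0.41).

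The comparison of BF10 with control asks how tumors treated with the fusion protein differ from those given the control. Interferon gamma response genes were higher in the BF10 library: 17 of 24 were at least 2-fold higher and 0 lower, with a median of 1.21 (percentile 100.0 of random lists). Gbp2, a GTPase of defense against intracellular microbes (ENSMUSG00000028270, chromosome 3, 142620602 to 142638008, protein coding), was 2.45-fold higher (2.41 to 2.5), at 40069 normalized counts against 16327. Ubd was 4.27-fold higher (3.51 to 5.22), Gbp10 4.81-fold higher (3.99 to 5.82), and Cxcl10, a chemokine that draws T cells, 1.51-fold higher (1.47 to 1.55). Ifng, the gene of interferon gamma itself (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892, protein coding), was 4.77-fold higher (3.05 to 7.73). Genes of T cells were higher too, with 6 of 20 at least 2-fold higher, 0 lower and a median of 0.69 (percentile 100.0). Among them Cd3g, a chain of the T cell receptor complex, was 2.67-fold higher (1.97 to 3.65), and Trbc2 2.56-fold higher (1.88 to 3.52), while Cd8a was 1.69-fold higher (1.37 to 2.1) and Cd4 was at 28.6 normalized counts against 27.8.

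Macrophage genes as a group lay at the control level in BF10, with 1 of 21 members at least 2-fold higher, 1 lower and a median of -0.01 (percentile 54.1). The members past the threshold were Folr2, a folate receptor of tissue macrophages, 4.06-fold higher (3.05 to 5.49), and Apoe, a lipid carrier, 2.04-fold lower (1.93 to 2.16). Csf1r, the target of the antibody, stood at 897 normalized counts against 925 in control. Monocyte genes (median 0.61, 3 of 11 higher and 1 lower) and neutrophil genes (median 0.74, 4 of 11 higher) stood apart as higher. Examples were Vcan, a matrix proteoglycan that monocytes also make, 2.75-fold higher (2.62 to 2.89), Hp, which binds hemoglobin, 3.1-fold higher (2.51 to 3.85), and Mmp8, the neutrophil collagenase, 3.5-fold higher (2.58 to 4.8), against Cx3cr1, a receptor of patrolling monocytes, 3.01-fold lower (2.05 to 4.54). Fibroblast genes were higher with a median of 0.57 (3 of 16, percentile 100.0), including the collagen gene Col3a1 at 2.34-fold (2.25 to 2.43) and Dcn, which codes for decorin, at 2.26-fold (2.17 to 2.36). Inflammatory cytokines (median 0.57, 6 of 21 higher) included Ccl7, a chemokine for monocytes, 3.6-fold higher (3.37 to 3.84), and complement genes (median 0.39, 2 of 15 higher) included the regulator Cfh, 3.47-fold higher (3.23 to 3.73).

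Several further groups stood apart with few members past 2-fold in BF10 against control. Mast cell and granulocyte genes had a median of 0.93 with 2 of 6 higher, such as the protease gene Cpa3 at 2.74-fold (1.99 to 3.83), although the 2 members with a mean of at least 100 had a median of -0.04. MHC class I genes (0.38), type I interferon response genes (0.35), red blood cell genes (0.49), oxidative phosphorylation genes (0.34), NK cell genes (0.41) and cytotoxic effectors (0.37) were higher. Within the last group Gzma, a granzyme of killer lymphocytes (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981, protein coding), was 5.8-fold higher (5.22 to 6.46), whereas Prf1, which codes for perforin, was 1.62-fold lower (1.48 to 1.77). Basal epithelial and tumor keratinocyte genes were lower, with 3 of 17 at least 2-fold lower and a median of -0.49 (percentile 0.0). Epcam, an adhesion molecule of epithelia, was 4.98-fold lower (2.34 to 12.2), and Dsc3, a desmosome protein of basal layers, 2.52-fold lower (2.19 to 2.9). Dendritic cell genes (-0.42) and targets of IL-10 and STAT3 (-0.42) also stood apart as lower, with 0 members of each past 2-fold. Of the lists taken from the study, its expanded immune signature (0.60) stood apart as higher and the genes it named as lowered by anti-CSF-1R (-0.51) as lower. The other lists with at least 3 measured members had medians between -0.29 (granzymes C to N) and 0.30 (lymphoid chemokines) and did not stand apart. Among them were regulatory T cell genes (-0.19), cornifying keratinocyte genes (0.08), MHC class II genes (0.18) and cell cycle genes (-0.02).

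Single genes with the highest ratios in BF10 against control were the ribosomal RNA gene CT010467.1, 20.8-fold higher (20 to 21.6), and Muc5b, a gel-forming mucin, 18.1-fold higher (8.91 to 43). Ptgfr, the prostaglandin F receptor, was 9.37-fold higher (7.11 to 12.5), and Chil4, a chitinase-like protein of type 2 inflammation, 9.37-fold higher (6.73 to 13.4). Apela, Mme, Akr1c14 and Bst1 followed, between 4.9-fold (4.37 to 5.51) and 6.16-fold (4.86 to 7.9). At the low end Zfp969 had 0 reads in BF10 and was at least 58.3-fold lower, a bound set by 3 reads. The cornifying keratinocyte list did not stand apart, but single genes of keratinizing epithelium and hair follicles were among the 10 lowest, Krt2 at 38.2-fold (14.7 to 142), Krt71 at 13.5-fold (8.4 to 23.1), Tchh at 7.44-fold (5.36 to 10.6) and Flg at 4.2-fold (3.82 to 4.62). Cd83, a marker of mature dendritic cells, was 8.03-fold lower (4.71 to 14.7), and Cadm1, an adhesion molecule, 4.26-fold lower (3.22 to 5.73). Fa2h was 8.14-fold lower (5.07 to 13.8), Cd300ld5, with 3 reads in BF10, was 38.8-fold lower (13 to 190.3), and the copy of Pakap with identifier ENSMUSG00000089945 was 5.44-fold lower (4.42 to 6.76).

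In all, 428 genes were at least 2-fold higher and 197 lower in BF10 against control, and 15 lists stood apart as higher and 4 as lower. With equal column totals, which put the median of all genes at -0.20, the counts were 268 higher and 386 lower, so the share that was higher went from 68.5% to 41.0%. With the GC content and length trend removed, a choice made after seeing the data, NK cell (0.17), dendritic cell (-0.17), cytotoxic (0.21) and IL-10 and STAT3 target genes (-0.16) no longer stood apart, and 451 of the 625 genes remained past 2-fold.

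**Figure D1:**
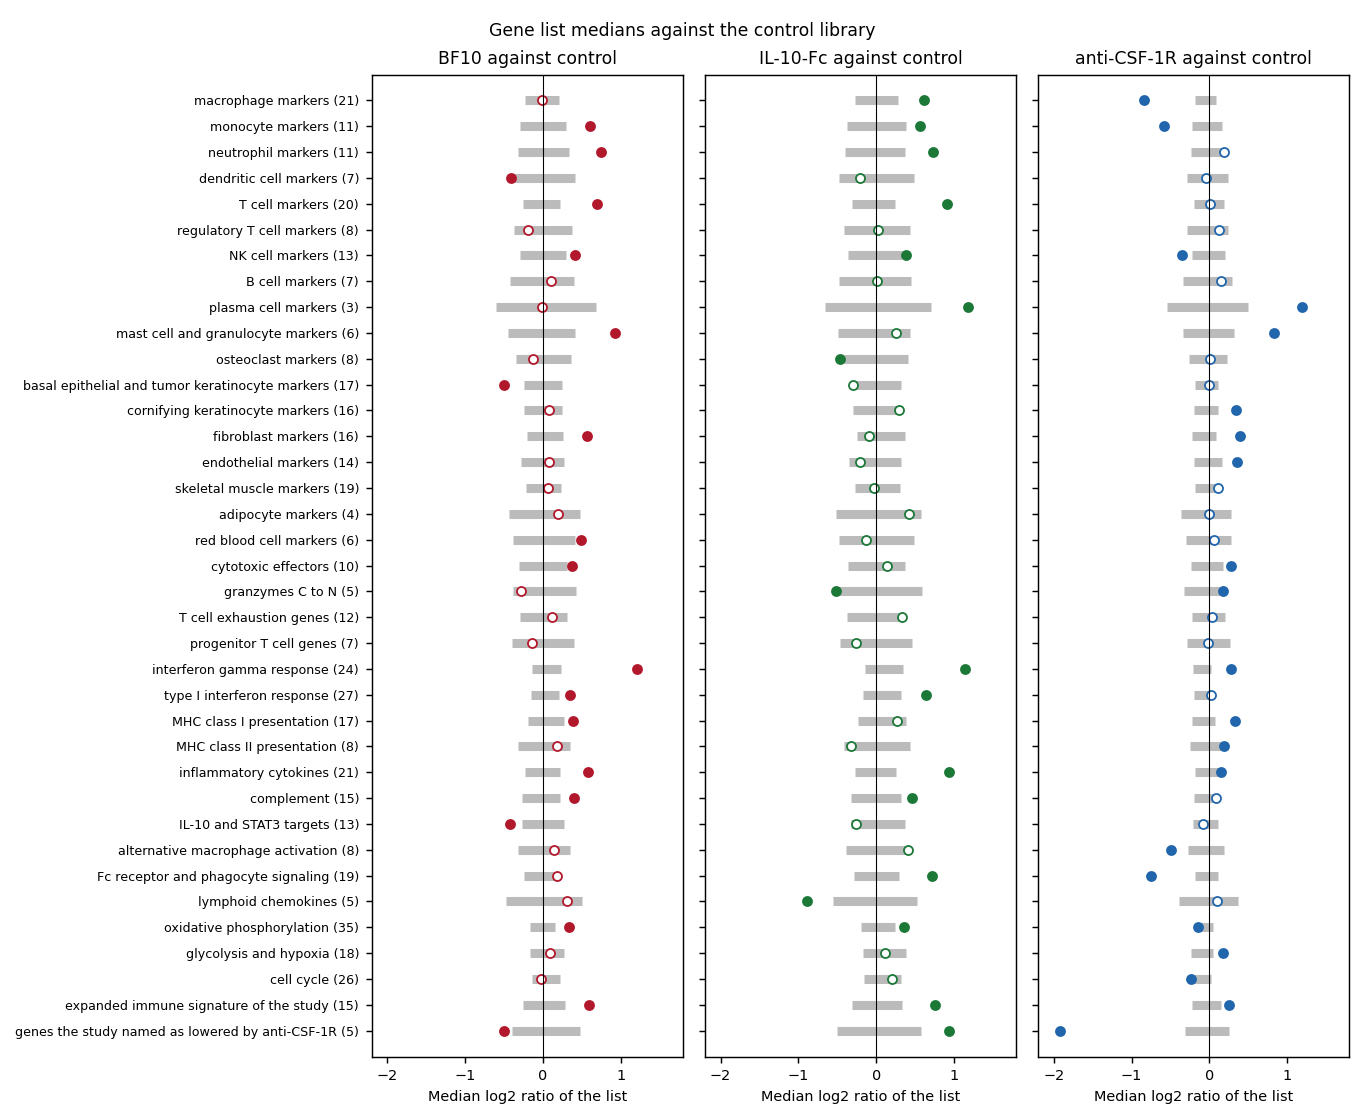
Median log2 ratio of each gene list (x axis) in BF10, IL-10-Fc and anti-CSF-1R against control, 1 library each, with the number of measured members in brackets; grey bars span the middle 95% of random lists and filled points stand apart. Interferon gamma response genes lie at 1.21, 1.14 and 0.28 and macrophage genes at -0.01, 0.61 and -0.84.

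IL-10-Fc against control asks what the interleukin part does alone. Macrophage genes were higher in the IL-10-Fc library, with 7 of 21 at least 2-fold higher, 0 lower and a median of 0.61 (percentile 100.0). A list of 20 genes common to leukocytes, chosen after the data were seen, was higher as well (median 0.52, percentile 99.99). Folr2 (ENSMUSG00000032725, chromosome 7, 101839988 to 101857194, protein coding) was 6.66-fold higher (5.09 to 8.84), the scavenger receptor Msr1 3.21-fold higher (3.03 to 3.4), and the complement gene C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187, protein coding) 2.1-fold higher (2.02 to 2.19). Fc receptor and phagocyte signaling genes were higher, 5 of 19 past 2-fold with a median of 0.72, led by Fcgr4 (ENSMUSG00000059089, chromosome 1, 171018920 to 171029761, protein coding), an activating receptor for IgG, 3.03-fold higher (2.83 to 3.24). Interferon gamma response genes had a median of 1.14 (15 of 24 higher, 0 lower, percentile 100.0), with Gbp2 2.46-fold higher (2.42 to 2.51), Tgtp1 3.02-fold higher (2.91 to 3.13) and Ido1, which breaks down tryptophan, 3.45-fold higher (2.77 to 4.33). T cell genes had the median 0.91 (6 of 20 higher, 0 lower), with Cd8a, the CD8 coreceptor of killer T cells, 2.12-fold higher (1.75 to 2.59), Cd8b1 4.27-fold higher (2.6 to 7.33) and Ifng 5.6-fold higher (3.64 to 8.94).

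Other immune groups that stood apart as higher in IL-10-Fc were monocyte genes (0.56), neutrophil genes (0.74), NK cell genes (0.38), inflammatory cytokines (0.94, 8 of 21 past 2-fold), type I interferon response genes (0.64, 6 of 27) and complement genes (0.46). Ccr2, the chemokine receptor of inflammatory monocytes, was 2.94-fold higher (2.75 to 3.15), the neutrophil chemoattractant Cxcl1 3.01-fold higher (2.53 to 3.61), Csf2 4.87-fold higher (2.52 to 10.3) and Ifit3 2.53-fold higher (2.41 to 2.66). Plasma cell genes had a median of 1.18 over 3 members, of which Igha was 5.95-fold higher (3.02 to 13) and Ighg1 stood at 38.2 normalized counts against 57.3. Oxidative phosphorylation genes were higher (0.35, 5 of 35), beside the larger share of mitochondrial ribosomal RNA in this library. The 13 mitochondrial coding genes had a median of 0.21, well below the 0.94 of the mitochondrial ribosomal RNAs. With the GC content and length trend removed, oxidative phosphorylation genes had 0.24 and still stood apart. Lower groups were the granzymes C to N (-0.51, 0 of 5 past 2-fold), osteoclast genes (-0.46) and lymphoid chemokines (-0.88), of which Ccl21a, a chemokine of lymphatic vessels, was 2.06-fold lower (1.42 to 3.03), although 3 members outside other lists had a median of 0.26. Cytotoxic effectors did not stand apart (0.13), although Gzma was 3.87-fold higher (3.47 to 4.32) and Gzmb 2.23-fold higher (2.13 to 2.33). Of the lists taken from the study, its expanded immune signature (0.76) and the genes it named as lowered by anti-CSF-1R (0.94) stood apart as higher. The remaining lists of at least 3 members had medians between -0.32 (MHC class II) and 0.43 (adipocyte), such as fibroblast (-0.09), endothelial (-0.21), basal epithelial (-0.29) and T cell exhaustion genes (0.34).

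The 10 highest single ratios in IL-10-Fc against control included, besides Folr2 and Ifng, CT010467.1, 28.1-fold higher (27.1 to 29.2), Sirpb1a, a signal-regulatory protein of myeloid cells, 5.83-fold higher (4.72 to 7.26), and Wfdc17, 5.04-fold higher (3.84 to 6.71). Slamf9, a surface receptor of myeloid cells (ENSMUSG00000026548, chromosome 1, 172475358 to 172478575, protein coding), was 4.42-fold higher (3.92 to 5.0), and Cd300ld, Ms4a8a, Hist1h2an and Rn7s2 were between 4.43-fold (4.04 to 4.86) and 4.82-fold (4.65 to 5.01). Lowest were Zfp969, at least 72.2-fold lower with 0 reads, and the keratins of differentiating epidermis Krt1, 11.7-fold lower (10.3 to 13.4), and Krt10, 11.5-fold lower (10.3 to 12.8). Krt71 at 15.1-fold (9.58 to 25), Tchh at 14.2-fold (9.52 to 22), Fa2h at 12-fold (7.18 to 21.4), Flg at 6.68-fold (6.01 to 7.45) and Krt2 at 7.02-fold (4.67 to 10.9) were lower too. So were copies of Pakap (ENSMUSG00000089945), 10.7-fold lower (8.27 to 14), and Fam220a (ENSMUSG00000083012), 6.65-fold lower (4.95 to 9.08). Within the cornifying keratinocyte list, 3 members were at least 2-fold higher and 3 lower, since Krt4 and Krt13, keratins of the oral lining, were 2.56-fold (2.45 to 2.68) and 2.53-fold (2.41 to 2.65) higher.

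Counts for IL-10-Fc against control were 554 genes higher and 252 lower, with 14 lists apart as higher and 3 as lower. Equal column totals, with a median of all genes at -0.25, gave 261 higher and 758 lower, a share of 25.6% in place of 68.7%. With the GC content and length trend removed 429 of the 806 genes remained past 2-fold, and NK cell genes (0.01) no longer stood apart. Nor did macrophage genes when members held by another list were left out (0.32 over 14 members).

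Anti-CSF-1R against control asks what blocking the receptor does alone. Macrophage genes were lower, with 9 of 21 at least 2-fold lower, 0 higher and a median of -0.84 (percentile 0.0). The 20 genes common to leukocytes were lower as well (median -0.62, percentile 0.0). Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149, protein coding) was 2.01-fold lower (1.82 to 2.22), C1qb 2.59-fold lower (2.44 to 2.74), C1qc 2.87-fold lower (2.63 to 3.13), and Ms4a7, a membrane protein of macrophages, 3.71-fold lower (3.18 to 4.34). Fc receptor and phagocyte signaling genes were lower, 7 of 19 past 2-fold with a median of -0.75, and Fcgr4 was 3.7-fold lower (3.29 to 4.17). Monocyte genes (-0.58, 3 of 11) and genes of alternative macrophage activation (-0.49, 3 of 8) were lower, including the mannose receptor Mrc1, 2.36-fold lower (2.17 to 2.56), and Chil3, 2.16-fold lower (1.83 to 2.54), but the 4 members of the second list that no other list holds had a median of 0.50. T cell genes lay at the control level, with 0 of 20 past 2-fold in either direction and a median of 0.01 (percentile 49.8).

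Several groups stood apart as higher with anti-CSF-1R. They included fibroblast (0.39), endothelial (0.36), mast cell and granulocyte (0.83), cornifying keratinocyte (0.34), MHC class I (0.33), glycolysis and hypoxia (0.18), cytotoxic (0.28) and granzyme C to N genes (0.17). Of 16 cornifying keratinocyte genes 3 were past 2-fold, Krt13 at 2.66-fold (2.54 to 2.79) and Krt4 at 2.5-fold (2.39 to 2.61) among them, and Tpsb2, a tryptase of mast cells, was 2.57-fold higher (1.73 to 3.9). Interferon gamma response genes were higher by a small median of 0.28 (2 of 24 past 2-fold), with Ido1 2.12-fold higher (1.68 to 2.68) and Gbp10 2.86-fold higher (2.37 to 3.47), while Gbp2 was at 15941 normalized counts against 16327. Inflammatory cytokines had a median of 0.15 with 5 of 21 past 2-fold, including Nos2, the inducible nitric oxide synthase, 2.96-fold higher (2.73 to 3.21), and the chemokine Ccl3, 2.94-fold higher (2.48 to 3.5). Plasma cell genes (1.20) had Igkc 3.67-fold higher (2.62 to 5.27) and Ighg1 2.52-fold higher (1.89 to 3.39) among 3 members. Complement genes went both ways, 5 lower and 2 higher of 15 with a median of 0.09, since the C1q genes were lower and C1s1, a protease of the classical pathway, was 2.05-fold higher (1.91 to 2.2). Cell cycle genes (-0.23, 0 of 26 past 2-fold), NK cell genes (-0.35) and oxidative phosphorylation genes (-0.15) were lower, the last turning to 0.02 with equal column totals. MHC class II genes (0.18) and the study's expanded immune signature (0.26) also stood apart as higher. Other lists of at least 3 members, besides the target genes and the genes the study named, lay between -0.09 (IL-10 and STAT3 targets) and 0.19 (neutrophil).

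Chil4 (ENSMUSG00000063779, chromosome 3, 106201490 to 106219507, protein coding) and Muc5b (ENSMUSG00000066108, chromosome 7, 141839070 to 141873084, protein coding) were the highest single genes with anti-CSF-1R, at 11.9-fold (8.64 to 16.9) and 12-fold (5.87 to 28.4) the control level. Agt, the precursor of angiotensin, was 5.33-fold higher (3.96 to 7.31), Apela 4.74-fold higher (3.75 to 6.06), and Ptgfr (ENSMUSG00000028036, chromosome 3, 151796502 to 151837630, protein coding) 3.76-fold higher (2.82 to 5.09). Gdpd2, Hcar2, Apol6, Ggt5 and Aspg were between 3.42-fold (2.68 to 4.41) and 4.68-fold (3.02 to 7.56). Among the lowest were genes of myeloid surface receptors: Cd300e, 7.99-fold lower (4.78 to 14.2), Slamf9, 5.0-fold lower (3.9 to 6.47), Clec4a2, 4.7-fold lower (3.9 to 5.7), and Clec4a3, 4.12-fold lower (3.32 to 5.15). Krt71, 6.6-fold lower (4.93 to 8.99), Tchh, 6.06-fold lower (4.7 to 7.92), Fa2h, 4.36-fold lower (3.19 to 6.04), Abcg3, 5.0-fold lower (3.46 to 7.41), and Tifab, 4.41-fold lower (3.36 to 5.87), completed the lowest 10 with Fcgr4. Krt71, Tchh and Fa2h were among the 10 lowest in all 3 comparisons against control, which share its 1 library. Krt71 stood at 268 normalized counts there, 17.8 in IL-10-Fc, 40.6 in anti-CSF-1R and 19.8 in BF10. A high level in that control library cannot be told apart from an effect of treatment. For the genes the study named as lowered by anti-CSF-1R, the name Clec4a was taken as Clec4a1, Clec4a2 and Clec4a3, which gives 7 genes. Of these 5 were measured and all 5 were at least 2-fold lower, with a median of -1.92, a list that is not independent evidence of its direction.

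Altogether 105 genes were at least 2-fold higher and 241 lower with anti-CSF-1R, and 13 lists stood apart as higher and 8 as lower. Equal column totals, with a median of all genes at 0.14, gave 190 higher and 158 lower (54.6% higher against 30.3%). With the GC content and length trend removed, MHC class II (0.18) and oxidative phosphorylation genes (-0.08) no longer stood apart, and 295 of the 346 genes remained past 2-fold.

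**Figure D2:**
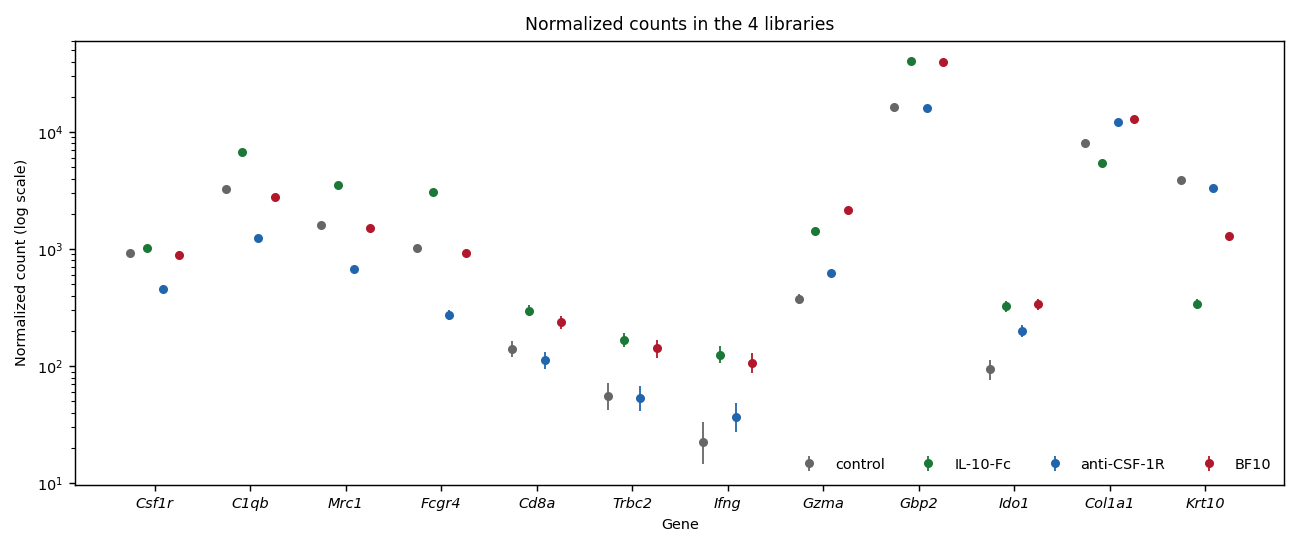
Normalized counts (log scale) of 12 genes in the control, IL-10-Fc, anti-CSF-1R and BF10 libraries, 1 library each, with 95% counting intervals as bars. C1qb stands at 3249, 6828, 1257 and 2775 and Ifng at 22.4, 125, 36.8 and 107 in that order.

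BF10 against IL-10-Fc asks what the anti-CSF-1R part, together with its antibody carrier, adds where the IL-10 part is present. Macrophage genes were lower in BF10, with 7 of 21 at least 2-fold lower, 0 higher and a median of -0.49 (percentile 0.0). The list of 20 genes common to leukocytes, chosen after the data were seen, was lower too, with a median of -0.40 (percentile 0.0). C1qc was 2.78-fold lower (2.61 to 2.97), C1qa 3.0-fold lower (2.74 to 3.28), and Csf1r stood at 897 normalized counts against 1014. Fc receptor and phagocyte signaling genes (-0.67, 1 of 19 past 2-fold) and genes of alternative macrophage activation (-0.24) were lower, with Fcgr4 3.3-fold lower (3.06 to 3.56) and Mrc1 2.32-fold lower (2.18 to 2.47), while the 4 members of the second list held by no other list had a median of 0.36. Fibroblast genes were higher, 5 of 16 past 2-fold with a median of 0.67, including the collagen genes Col1a2 at 2.45-fold (2.34 to 2.57) and Col1a1 at 2.38-fold (2.3 to 2.45). Differences were small for the interferon gamma response, with 0 of 24 at least 2-fold higher, 1 lower and a median of 0.08 (percentile 99.4), and Gbp2 was at 40069 normalized counts against 40212.

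T cell genes had a median of -0.19 at percentile 2.61 and did not stand apart, though they did with a pseudocount of 50 (-0.13), with Cd247 2.33-fold lower (1.63 to 3.38), and monocyte genes (-0.18, percentile 2.52) did not either. Groups that stood apart as higher were mast cell and granulocyte (0.60), osteoclast (0.35), endothelial (0.27), MHC class II (0.23), granzyme C to N (0.22) and MHC class I genes (0.11). Cell cycle (-0.23), type I interferon response (-0.20), basal epithelial (-0.19) and inflammatory cytokine genes (-0.16) stood apart as lower. Cpa3 was 3.04-fold higher (2.18 to 4.29), and the osteoclast enzymes went opposite ways, Ctsk 2.74-fold higher (1.96 to 3.88) and Acp5 3.47-fold lower (2.86 to 4.22), which leaves the mean of that list at -0.02. Muc5b, 16.2-fold higher (8.27 to 36.4), Ptgfr, 10.9-fold higher (8.16 to 15), Chil4, 8.78-fold higher (6.37 to 12.4), Pak3, 6.56-fold higher (4.04 to 11.2), and Ccl21a, 6.25-fold higher (4.51 to 8.84), were the 5 highest genes by the log2 ratio. The lowest were Cd300ld5, 49-fold lower (16.5 to 239.7), Slamf9, 7.05-fold lower (6.01 to 8.31), Fcrl5, 9.74-fold lower (5.85 to 17.4), Cd300e, 7.21-fold lower (4.9 to 11), and Cd83, 8.07-fold lower (4.74 to 14.8). In total 163 genes were higher and 155 lower (51.3% higher), and 201 and 138 with equal column totals (59.3%). With the GC content and length trend removed, MHC class I (0.06) and inflammatory cytokine genes (-0.02) no longer stood apart.

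BF10 against anti-CSF-1R asks what the IL-10 part adds to the antibody. Macrophage genes were higher in BF10, 11 of 21 past 2-fold, 0 lower and a median of 1.02 (percentile 100.0), with Folr2 4.06-fold higher (3.1 to 5.37), Msr1 3.93-fold higher (3.59 to 4.3) and Csf1r 1.95-fold higher (1.75 to 2.17). Monocyte genes (1.19, 6 of 11), Fc receptor and phagocyte signaling genes (1.02, 11 of 19) and genes of alternative macrophage activation (0.75, 4 of 8) were higher, such as Fcgr1 at 3.45-fold (3.0 to 3.98) and Vcan at 3.84-fold (3.66 to 4.04). Interferon gamma response genes had a median of 0.83 (8 of 24 past 2-fold, 0 lower, percentile 100.0), with Gbp2 2.51-fold higher (2.47 to 2.56) and Tgtp2 2.81-fold higher (2.71 to 2.91). T cell genes were higher by a median of 0.53 (4 of 20 past 2-fold), with Cd3d 4.61-fold higher (2.48 to 9.1) and Ifng 2.9-fold higher (2.04 to 4.18).

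Complement (0.72), NK cell (0.65), neutrophil (0.60), red blood cell (0.59), oxidative phosphorylation (0.53) and T cell exhaustion genes (0.43) stood apart as higher in BF10 against anti-CSF-1R. Plasma cell (-0.88), basal epithelial (-0.51), granzyme C to N (-0.49) and cornifying keratinocyte genes (-0.31) stood apart as lower. Clec4e was 3.37-fold higher (2.95 to 3.86), Cox6c, a subunit of cytochrome oxidase, 2.28-fold higher (2.19 to 2.37), and Krt10 2.55-fold lower (2.39 to 2.72). The 5 highest genes were CT010467.1, 40.4-fold higher (38.5 to 42.3), Hist1h2an, 7.31-fold higher (6.54 to 8.19), Ms4a8a, 7.57-fold higher (5.28 to 11.1), the NK receptor gene Klra7, 6.9-fold higher (5.03 to 9.63), and Snord22, 6.4-fold higher (4.88 to 8.52). The lowest were Zfp969, at least 19.6-fold lower, Cd300ld5, 18.7-fold lower (6.16 to 92.3), the Pakap copy, 4.63-fold lower (3.76 to 5.75), Krt2, 11.6-fold lower (4.33 to 43.8), and Sprr2d, 4.69-fold lower (3.02 to 7.61). This pair had 764 genes higher and 136 lower, with 84.9% higher, and equal column totals, which put the median of all genes at -0.35, gave 228 and 756, with 23.2% higher. With the GC content and length trend removed 580 genes were past 2-fold, and 432 of the original 900 were among them.

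The genes on the axis that the treatments target differed by library. Il10, the interleukin-10 gene, stood at 35.8 normalized counts in control, 71.1 in IL-10-Fc, 5.26 in anti-CSF-1R and 20.9 in BF10, and its receptor gene Il10ra at 435, 513, 172 and 291. Adgre1, which codes for the macrophage antigen F4/80, was 2.62-fold lower (2.33 to 2.95) with anti-CSF-1R and 1.78-fold higher (1.64 to 1.93) with IL-10-Fc. With BF10 Adgre1 was lower than in control, at 629 normalized counts (578 to 682) against 797 (746 to 851). Il15, a growth factor of killer lymphocytes, was 1.72-fold higher (1.55 to 1.91) with IL-10-Fc and 1.46-fold higher (1.31 to 1.64) with BF10, and Foxp3, the regulator of regulatory T cells, lay between 49.5 and 69.1 normalized counts in the 4 libraries. As a list the 15 target genes had medians of -0.04, 0.40 and 0.21 in BF10, IL-10-Fc and anti-CSF-1R against control. The study's expanded immune signature, which is not independent evidence here, had medians of 0.60, 0.76 and 0.26 in the same order, 0.05 in BF10 against IL-10-Fc and 0.51 in BF10 against anti-CSF-1R. The median in BF10 against IL-10-Fc did not stand apart (percentile 78.8). The study reported this signature as most enriched with BF10, by another score and with replicates.

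Setting the pairs that differ by the IL-10 part side by side, 318 genes were at least 2-fold higher both in IL-10-Fc against control and in BF10 against anti-CSF-1R, where independent lists would share 25.7. Another 42 genes were lower in both, where independent lists would share 2.08. In opposite directions went 4 genes higher in the first pair, where independent lists would share 4.57, and 1 lower in it, where they would share 11.7. With equal column totals the balance turned, to 107 genes shared as higher and 229 as lower, where independent lists would share 3.61 and 34.7. Shared genes were ranked by the smaller of their log2 ratios, an order chosen after their values were seen. First among those higher was the ribosomal RNA gene CT010467.1 (4.81 and 5.32), then Wfdc17 (2.15 and 2.14) and the histone gene Hist1h2an (2.13 and 2.83). Ms4a8a (2.00 and 2.54), Klra7 (1.98 and 2.49), Bst1 (1.97 and 1.96), Sirpb1a (2.42 and 1.95) and the small RNA gene Snord22 (1.90 and 2.46) followed. First among those lower were Zfp969 (-4.34 and -2.90), the Pakap copy (-3.21 and -2.12), Krt2 (-2.39 and -2.08) and Ptrh1 (-1.69 and -1.53). Further down came Krt10 (-3.48 and -1.34), Krt1 (-3.49 and -1.30), the immediate early gene Fosb (-1.63 and -1.26) and the clock gene Nr1d1 (-1.32 and -1.25). Of the 318, 16 were small or ribosomal RNAs, 12 ribosomal protein genes, 9 histone genes and 1 mitochondrial. The GC content and length trend moved with this part, and with it removed 165 genes were shared as higher, 139 of them among the 318. The additive edgeR model, which compares these libraries and not conditions, called 6746 genes for the IL-10 part, 3648 higher and 3098 lower, with a smallest adjusted p of 0.000132.

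For the pairs that differ by the anti-CSF-1R part, 76 genes were lower both in anti-CSF-1R against control and in BF10 against IL-10-Fc, where independent lists would share 2.27. Higher in both were 28 genes, where independent lists would share 1.04. With equal column totals 45 genes were shared as higher and 60 as lower, where independent lists would share 2.32 and 1.32. Opposite directions were taken by 6 genes higher in the first pair, where independent lists would share 0.987, and by 3 lower in it, where they would share 2.38. By the same ranking the lower genes included Cd300e (-2.30 and -2.52), Slamf9 (-2.14 and -2.75), Clec4a2 (-2.13 and -1.73), Fcgr4 (-1.85 and -1.71) and the myeloid gene Ly86 (-1.71 and -1.77). Shared higher genes included Chil4 (3.25 and 2.84), Muc5b (2.48 and 2.96), Agt (2.19 and 2.10), the iron-binding lipocalin Lcn2 (1.28 and 2.10) and Nos2 (1.55 and 1.22). The edgeR model called 522 genes for this part, 184 higher and 338 lower, with a smallest adjusted p of 0.00145. Reads are divided among near-identical genes in the Cd300, Clec4a, Sirpb1, Klra, Gbp, histone and zinc finger families, so values of single members there are less certain than their counting intervals.

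**Figure D3:**
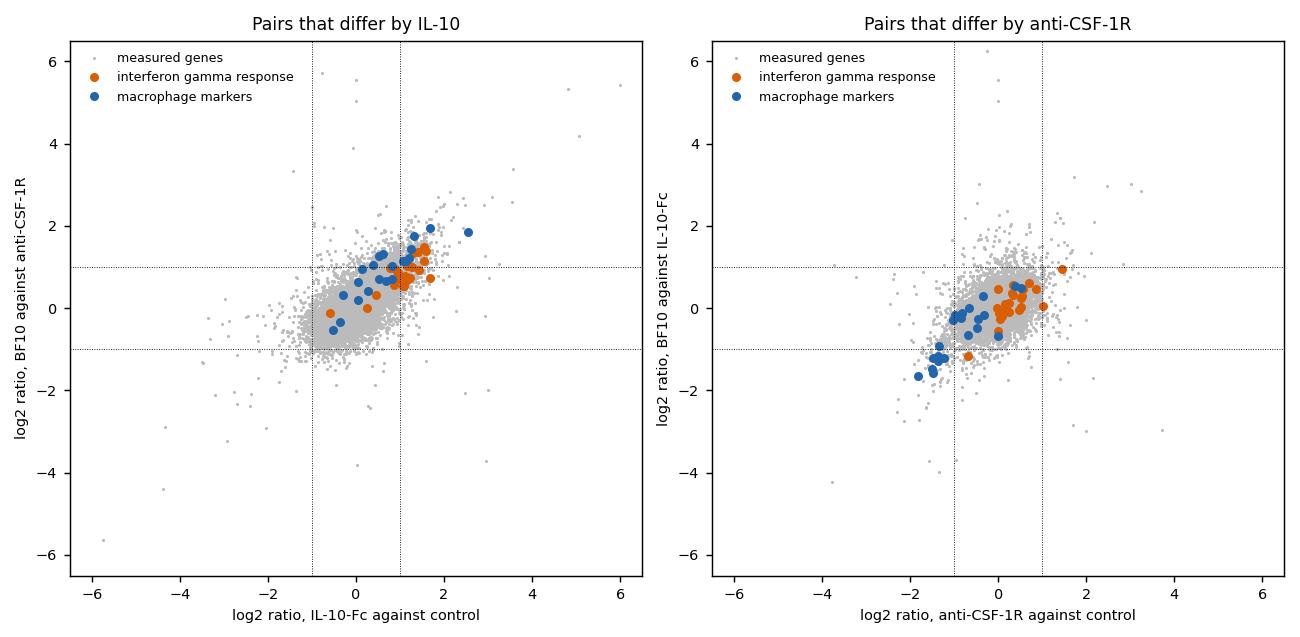
Log2 ratios of measured genes in pairs of libraries that share no library: IL-10-Fc against control (x) with BF10 against anti-CSF-1R (y) on the left, anti-CSF-1R against control (x) with BF10 against IL-10-Fc (y) on the right, with interferon gamma response genes in orange, macrophage genes in blue and dotted lines at 2-fold. Interferon gamma response genes have medians of 1.14 and 0.83 on the left, and macrophage genes medians of -0.84 and -0.49 on the right.

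Some lists that stood apart no longer did under a setting fixed in advance. Leaving out members held by another list ended the result of cytotoxic and dendritic cell genes in BF10 against control, of complement genes in IL-10-Fc against control and in BF10 against anti-CSF-1R, of MHC class II genes in anti-CSF-1R against control, of T cell exhaustion and alternative macrophage activation genes in BF10 against anti-CSF-1R, of osteoclast and macrophage genes in IL-10-Fc against control, and of the study's immune signature in 4 comparisons. The mean of members ended that of osteoclast genes and lymphoid chemokines with IL-10-Fc, of cytotoxic, granzyme C to N, MHC class II, alternative macrophage activation, oxidative phosphorylation and cell cycle genes with anti-CSF-1R, and of dendritic cell genes with BF10, each against control. It also ended that of basal epithelial, inflammatory cytokine and alternative macrophage activation genes in BF10 against IL-10-Fc and of T cell exhaustion genes in BF10 against anti-CSF-1R. A mean of at least 100 ended that of red blood cell genes in BF10 against control and against anti-CSF-1R, of mast cell genes in BF10 against IL-10-Fc, of granzymes C to N in anti-CSF-1R against control and of the immune signature in BF10 against anti-CSF-1R. A pseudocount of 50 ended that of NK cell genes (0.21, percentile 96.0) and osteoclast genes with IL-10-Fc and of granzymes C to N and oxidative phosphorylation with anti-CSF-1R, each against control, and of inflammatory cytokines in BF10 against IL-10-Fc. A pseudocount of 1 ended that of alternative macrophage activation in BF10 against IL-10-Fc. Results for macrophage genes outside IL-10-Fc against control, and for interferon gamma response and T cell genes in every comparison where they stood apart, stayed apart under each setting tried. The macrophage median in BF10 against IL-10-Fc was smaller without members held by another list, at -0.21 (percentile 0.66).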

Values the study reported

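The study gave a read length of 75 bp and 33 to 40 M reads for each tumor sample. Differential expression was called at a false discovery rate of 0.05 with a difference of at least 50%. Pathway analysis used fold changes above 1.5 and below 0.5. Tumors for sequencing came from mice given 4 doses. In the tumor growth studies the doses were 36 mg/kg for BF10, 20 mg/kg for IL-10-Fc, and 30 mg/kg for both the control IgG and the anti-CSF-1R antibody. The list of deposited data gives 3 triplex for this series, read here as 3 replicates.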

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

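No test was run on the results in this part. The genes named here, Met included, fall outside the naming rule and were chosen after their values were seen. Exceptions are the copy of Fam220a and the plasma cell genes. Results are given here where the pairs of libraries that differ by the same part of the treatment went in opposite directions. The difference between the pairs was not tested, since each pair holds single libraries, and the pairs for the IL-10 part and for the anti-CSF-1R part draw on the same 4 libraries, so a gene can appear under both.

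For the IL-10 part, 5 genes were at least 2-fold apart in opposite directions. Gm11518 had log2 ratios of 2.48 in IL-10-Fc against control and -2.07 in BF10 against anti-CSF-1R, Cbx3-ps7 -1.42 and 3.34, Cbx3-ps6 2.96 and -3.72, Cyp2a5 1.59 and -1.29, and Gm42878 2.99 and -2.00. The annotation lists Gm11518, Cbx3-ps6 and Cbx3-ps7 as processed pseudogenes. Plasma cell genes had a median of 1.18 in IL-10-Fc against control and -0.88 in BF10 against anti-CSF-1R, a difference of 2.06, over 3 measured members (Igkc, Ighg1 and Igha).

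For the anti-CSF-1R part, 9 genes were at least 2-fold apart in opposite directions. Met, the receptor of hepatocyte growth factor, stood at 3647 normalized counts in control, 2205 in IL-10-Fc, 1765 in anti-CSF-1R and 6997 in BF10, with log2 ratios of -1.04 in anti-CSF-1R against control and 1.66 in BF10 against IL-10-Fc. The copy of Fam220a with identifier ENSMUSG00000083012 had -1.24 and 1.05. The other genes were Gm11518 (1.71 and -2.84), Cbx3-ps7 (-3.72 and 1.05), Cbx3-ps6 (3.72 and -2.96), Gm49320 (2.15 and -1.69), AC142112.1 (1.41 and -1.72), Cyp2a5 (1.58 and -1.30) and Gm42878 (2.00 and -2.99). Inflammatory cytokines had a median of 0.15 in anti-CSF-1R against control and -0.16 in BF10 against IL-10-Fc, a difference of 0.30 over 21 members.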

How the results depend on the processing

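The GC content and length correction, the edgeR model and the overlaps without ribosomal and other RNA classes were chosen only after results were seen. All 91 list results that stood apart did so under each of the 3 other scalings, though oxidative phosphorylation in anti-CSF-1R against control turned from -0.15 to 0.02 with equal column totals. A scaling shifts a list and its random lists nearly alike, so staying apart there shows little. With a pseudocount of 1, 90 of 91 stayed apart, with a pseudocount of 50, 86, and with the mean of members 77. Of those left with at least 3 members, 80 of 85 stayed apart with a mean of at least 100 and 75 of 87 without shared members. With the GC content and length trend removed 82 of 91 stayed apart, while 18 others newly stood apart. Of 788 log2 ratios of named genes 421 moved beyond their counting interval with equal column totals and 51 took the other sign, all from a main size of at most 0.33, while 9 took the other sign with TMM-type scaling and 0 with a pseudocount of 1. In the order BF10, IL-10-Fc and anti-CSF-1R against control, BF10 against IL-10-Fc and BF10 against anti-CSF-1R, the genes past 2-fold numbered 295, 432, 150, 153 and 476 with a pseudocount of 50, which pulls low genes toward no difference by construction. A mean of at least 100, which tests fewer genes, gave 340, 534, 197 and 161 in the first 4. Counting genes over 1.5-fold higher or under 0.5-fold gave 1822, 2647, 812, 846 and 2702, and a pseudocount of 1 gave 531 for anti-CSF-1R against control and 500 for BF10 against IL-10-Fc, by construction. Removing the GC content and length trend gave 580 for BF10 against anti-CSF-1R.

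Genes shared by the IL-10 pairs numbered 2246 at 1.5-fold, 221 with a pseudocount of 50, 209 with the trend removed and 6746 by edgeR, and with equal column totals 107 were higher and 229 lower. Those shared by the anti-CSF-1R pairs numbered 457, 55 and 522 at 1.5-fold, with a pseudocount of 50 and by edgeR. Macrophage genes in IL-10-Fc against control had 0.32 without shared members and no longer stood apart, over 14 members. T cell genes in BF10 against IL-10-Fc stood apart at -0.13 with a pseudocount of 50 and at -0.23 without shared members. Directions reversed for mast cell genes in BF10 against control (-0.0351, 2 members with a mean of at least 100), osteoclast genes in BF10 against IL-10-Fc (-0.0230, mean of members), alternative macrophage activation without shared members (0.50 in anti-CSF-1R against control and 0.36 in BF10 against IL-10-Fc, 4 members) and lymphoid chemokines in IL-10-Fc against control (0.26 with a mean of at least 100 and 0.26 without shared members, 3 members). Except where fewer members or the construction is named, the cause was not tested. Leaving out a replicate was not possible because each group has 1 library. Depth limits genes near the 3-read floor, which is 2.69, 2.67, 2.25 and 3.30 normalized counts in control, IL-10-Fc, anti-CSF-1R and BF10.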

Other observations

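Tests in this part chosen only after the result was seen are the 4 on genes shared by the IL-10 pairs, the tests of the IL-10 part and of the leukocyte share in its pairs for interferon gamma response genes, and for macrophage genes the tests of a smaller leukocyte share, of no action of the anti-CSF-1R part and of the IL-10 part.

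Several lists lay inside the range of random lists matched by expression against control. In BF10, IL-10-Fc and anti-CSF-1R against control, skeletal muscle genes had medians of 0.06, -0.03 and 0.11, B cell genes 0.11, 0.01 and 0.15, progenitor T cell genes -0.14, -0.26 and -0.02, and adipocyte genes 0.19, 0.43 and -0.00. Of salivary gland genes only Amy1, the salivary amylase gene, was measured, and it was 3.16-fold higher (2.12 to 4.81) in BF10, outside the range of random lists (percentile 98.5). Of osteoblast genes Phex and Runx2 were measured, with medians of 0.12, 0.01 and 0.40. Within the progenitor list Il7r, the receptor for interleukin-7, was 2.57-fold higher (2.2 to 3.01) in BF10 and 2.37-fold higher (2.04 to 2.77) in IL-10-Fc. The alarmin receptor gene Il1rl1, in the regulatory T cell list, was 2.2-fold higher (2.13 to 2.28) in BF10, and Arg1, which codes for arginase, was 3.88-fold higher (3.38 to 4.48) in BF10 and 3.1-fold higher (2.69 to 3.57) in IL-10-Fc.

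Of 7 genes the study named as raised by IL-10-Fc and BF10, 1 was measured here. The study ties its tables of such genes to another series of this tumor model, described there as mixed as in the titles used here, so whether the samples are the same is not known. That gene, Mmp9, a matrix protease of neutrophils and osteoclasts, stood at 195 normalized counts in control, 115 in IL-10-Fc, 397 in anti-CSF-1R and 168 in BF10, so it was higher with anti-CSF-1R only. Wnt7a, Elane, Stfa2 and Apol11a did not pass 2.25 normalized counts in any library, too few to compare. C1s2 stood at 8.06 normalized counts in control, 7.11 in IL-10-Fc, 6.01 in anti-CSF-1R and 13.2 in BF10, and H2-DMb2 had 12 reads in control, 13 in IL-10-Fc, 14 in anti-CSF-1R and 11 in BF10, both genes below the mean set for measured genes. Each group here has 1 library. That is lower than the number of replicates quoted from the study above. The genes the study named as lowered by anti-CSF-1R had medians of 0.94 in IL-10-Fc and -0.51 in BF10, each against control, -1.37 in BF10 against IL-10-Fc and 1.49 in BF10 against anti-CSF-1R.

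A first pattern is that 318 genes were higher in both pairs that differ by the IL-10 part. The scaling of the libraries stays open for their number, since with equal column totals 107 genes were shared as higher, where independent lists give 3.61, and 229 as lower. GC content and length as the whole cause are argued against, since 165 genes were shared with the trend removed, where independent lists give 8.62, but the trend accounts for much of the overlap: 139 of the 318 remained and 165 only narrowly passes the bound set, 0.5 of the 318. Carry-over of ribosomal and other RNA without a poly(A) tail does not directly account for most of the shared genes, since 280 of the 318 lie outside the classes counted for it. Those classes made up 11.9% (38 genes) of the shared genes, above their 2.13% (351 genes) of all measured genes. Of the 38, 12 code for ribosomal proteins, so not all are RNA without a poly(A) tail. The share also counts genes and not reads, so a part of carry-over in the pattern stays open. The IL-10 part of the treatment may be a cause, with 19.1 times the overlap of independent lists after removal of the trend, but it cannot be told apart from other differences between these libraries, because each group has 1 library and the share of mitochondrial ribosomal RNA was also higher in both libraries that received IL-10. Independent lists understated the overlap in simulated pairs without effects, so the overlaps in this paragraph are not measured against chance.

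A second pattern is the higher level of interferon gamma response genes in both libraries that received IL-10. GC content and length are argued against, since with the trend removed the medians in the pairs were 0.98 and 0.68 and the lower percentile was 100.0. A larger share of leukocytes of every kind is argued against only for BF10 against control, where 20 genes common to leukocytes had a median of 0.10 against control beside 1.21 for the interferon gamma response. That argument rests on a list of leukocyte genes chosen after the data were seen. In the pairs it stays open, since the common leukocyte genes had medians of 0.52 in IL-10-Fc against control and 0.62 in BF10 against anti-CSF-1R, at most 0.757 of the interferon gamma median. A response to the IL-10 part may be a cause, as the lower of the medians in the pairs was 0.83, but with 1 library per group it cannot be told apart from other differences between these libraries.

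The last pattern is that macrophage genes were lower with anti-CSF-1R alone and near the control level with BF10. The scaling of the libraries stays open for the size of the gap: the anti-CSF-1R median was at most -0.68 under the other scalings and at percentile 0.0, but the smallest gap to BF10 was 0.48, short of the 0.5 set beforehand. A smaller share of all leukocytes with anti-CSF-1R is argued against as the whole cause, since T cell genes had a median 0.85 above macrophage genes, although the 20 common leukocyte genes had a median of -0.62. From these libraries it stays open whether the anti-CSF-1R part in the fusion acts on macrophage genes, since it rests on a pair of single libraries. The carrier also differs in that pair and in anti-CSF-1R against control, so its effect cannot be told apart there. The median in BF10 against IL-10-Fc was -0.49 (percentile 0.0), beside -0.40 for the common leukocyte genes. Without members held by another list it was -0.21 (percentile 0.66). By other assays the study reported that BF10 neutralized CSF-1R much as the antibody did, and that it reduced tumor macrophages. The values here are transcript levels of whole tumors. An offset by the IL-10 part may be a cause, since the lower macrophage median of the pairs that differ by it was 0.61, in IL-10-Fc against control. Without members held by another list that median was 0.32 (percentile 96.8) and no longer stood apart. The common leukocyte genes were also higher in these pairs, at 0.52 and 0.62. With 1 library per group an offset cannot be told apart from other differences between these libraries.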
